A study of Mus musculus with 5 samples.

How the data were processed

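The series holds 5 single-nucleus RNA libraries (10x Genomics) from the mouse paraventricular hypothalamus, each made from pooled nuclei of 2 to 4 male mice on a C57BL6 background per the labels. In the first experiment, mice carrying OT-Cre and the Ai9 reporter had been exposed before birth to saline (10 mL/kg) or valproic acid (VPA, 500 mg/kg) on embryonic day 12.5. Their nuclei were taken at 5 weeks of age. In the second experiment, VPA-exposed mice carrying OT-Cre and a Cre-dependent hM3 receptor, which clozapine N-oxide (CNO) activates, were given saline or CNO on postnatal day 2 and were sampled at 5 to 7 weeks. The labels add an AAV injection in the paraventricular and supraoptic regions of these mice. What the virus carried and when it was given is not stated there. Dissection in the first experiment was guided by reporter fluorescence, and nuclei were sorted on a DNA stain with a gate that favoured larger nuclei and excluded multiplets. Shares below are therefore shares of sorted nuclei.

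The saline arm, the VPA arm and the hM3 control arm (VPA before birth, saline after birth) had 1 library each, and the CNO arm had 2. Every value compares libraries, not animals, and each library is also its own preparation. Numbers of mice per library were small and animals within a library were not told apart. The 2 experiments differ in genotype, virus, age and batch. The VPA contrast therefore used the libraries of the first experiment alone, and the CNO contrast those of the second. Where values are set side by side across the experiments, as for interferon-response genes and mixed nuclei, the difference carries all of these factors. With 1 library in an arm no test was made and no p-value is given; the smallest exact permutation p of 1 library against 2 is 0.333. Intervals on counts are exact Poisson or exact binomial intervals at 95%, and they cover counting error only. They carry no animal-to-animal or preparation-to-preparation variation. The gap between the 2 CNO libraries is the only spread between libraries of an arm.

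The analysed values are raw UMI counts for 31054 features, deposited as filtered matrices made with Cell Ranger 7.0.1 per the labels and file headers. Every nucleus held at least 500 UMIs as deposited. Whether intronic reads were counted, whether counting was strand-specific and which genome build was used is not stated, so no coordinates are given. Genes are named by the symbol and Ensembl identifier in the files. Of the gene identifiers, 99.6% were matched in GENCODE vM21, which was used only to find 733 Y-chromosome genes. These were left out of the named genes. An extra feature named Cre is a custom sequence and was kept out of the comparisons. Before any filter the saline, VPA, hM3 control, CNO replicate 1 and CNO replicate 2 libraries held 5513, 10904, 5279, 4440 and 6156 nuclei. Their median UMIs per nucleus were 11068, 5451, 11119, 11913 and 3722.5, and their median genes per nucleus 3727, 2460, 3789, 4137 and 1967.

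Nuclei with at least 1000 UMIs and at most 5% mitochondrial UMIs were used. The UMI limit left out 43, 131, 117, 150 and 469 nuclei in the order just given, and the mitochondrial limit marked 0, 0, 2, 8 and 5. Doublet scores came from Scrublet (scanpy 1.11.5), run per library. Its automatic threshold called 0.0366%, 2.78%, 0.0581%, 0.0700% and 2.80% of nuclei doublets, far apart between libraries of similar size. Instead, the highest-scoring nuclei were removed in each library up to an expected 0.8% per 1000 nuclei tested, with ties at the limit removed as well. That choice was made after the scores had been seen. It removed 271, 950, 217, 169 and 285 nuclei (4.95%, 8.82%, 4.20%, 3.94% and 5.01%) and left 5199, 9823, 4945, 4115 and 5402.

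Clustering used all 5 libraries together, without alignment between libraries. Counts were scaled to a common total and log-transformed, and the 2000 most variable genes were standardised (limit 10 standard deviations). Oxt and Avp were left out of the clustering genes. From 30 principal components, 20 nearest neighbours per nucleus were joined where they shared at least 2 neighbours. Leiden clusters (leidenalg 0.10.2, 5 iterations, seed 1) were taken at resolution 1, which gave 36 clusters. Neuron-like nuclei were clustered again at resolution 2 into 47 clusters. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9.

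Clusters were named from 20 marker lists. A non-neuronal name needed at least 3 markers of the class at 3 times the mean over clusters and at 5 CPM (the usual counts scaled to a common library total) or more. A neuron-like name needed at least 3 neuron markers at 0.5 times their mean or more. A cluster stayed unnamed where its 10 leading genes (pseudocount 5 CPM) held more markers of another class than of its own. It also stayed unnamed where none of its own markers led it and its UMIs, multiplied by 3, typically stayed below the median of the library of origin. Clusters with neuronal and non-neuronal markers together were called mixed. Within neuron-like nuclei, 1 further cluster with glial markers at 3 times the median neuron cluster was set aside as mixed, with 48, 61, 80, 83 and 328 nuclei per library. All of these naming thresholds were set after the clusters had been looked at. Names describe marker genes and no protein, position or projection was measured.

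Candidate oxytocin (OT) clusters needed Oxt at 10 times the median neuron cluster (a median of 15.3 CPM, so 153 CPM) and at least 3 OT markers above the mean. That rule was also set after the clusters had been looked at, and 2 clusters met it. Among the leading genes of the cluster highest in Oxt were also the interferon-type genes Iigp1 and Gm4951. Their nuclei were clustered once more at resolution 1 into 10 sub-clusters. Those meeting the Oxt rule were OT-like unless Gad1 and Gad2 reached 2 times, and UMIs 1.5 times, the median sub-cluster. The sub-cluster set aside in this way had 105 nuclei (8, 9, 42, 21 and 25 per library) and was led by the interferon-type genes Iigp1, Gm4951 and Nlrc5. Most of those nuclei came from the hM3 libraries, so OT neurons with a strong interferon response may have been set aside with them. Another 7 sub-clusters low in Oxt (133, 155, 51, 15 and 63 nuclei) were not counted as OT-like. The 2 OT-like sub-clusters were told apart by their markers. All 4 magnocellular markers (Calb1, Foxp1, Caprin2, Creb3l1) were higher in the magnocellular-like sub-cluster, though Creb3l1 was low in both (2.35 and 1.22 CPM). Only 2 of 3 parvocellular markers (Reln and Cnr1, not Kcnmb4) were higher in the other, which is therefore called Reln-rich. Splitting Oxt levels by sub-cluster was decided after the data had been seen.

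Gene values are log2 ratios of CPM of summed counts with a pseudocount of 10 CPM. The CNO value sets the mean CPM of the 2 libraries against the hM3 control. Oxt levels in OT-like nuclei are given without the pseudocount. A gene needed 30 UMIs over the libraries of a contrast in OT-like nuclei, or 300 in neuron-like nuclei. The 5 genes with the highest and the 5 with the lowest ratios were named for the VPA contrast. For the CNO contrast a named gene had to differ from the control the same way in both CNO libraries, with these closer to each other than to the control. Predicted, mitochondrial and ribosomal protein genes and Xist and Tsix were left out of the named genes. Genes of the oxytocin-type list (13) and the neuropeptide list (13) were read whatever their size. Markers that named a class were not read as results in that class. The median absolute log2 ratio over genes was set beside the value that counting noise alone gave in 20 simulated draws. For gene lists (autism-associated, 61 genes; immediate-early, 20), the median log2 ratio was ranked among 10000 random lists of the same size matched in 20 expression bins. The lists were written from general knowledge of these genes and describe these libraries only. The UMI and mitochondrial limits, the pseudocount, the minimum UMIs, the marker lists, these gene lists and the rule for named genes were chosen before the data were examined.

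As a check of the gene measurements, 200 genes in simulated libraries were given a known change, the same in both CNO libraries. In OT-like nuclei (VPA contrast) its median log2 ratio was 0.87 for raised and -0.70 for lowered genes. Counts were drawn from a pooled profile with counting noise alone. Variation between nuclei, cluster mixes or preparations was not simulated, so the check does not cover it. The right direction was found for 99.5% and 100% of them in OT-like nuclei (VPA and CNO contrasts) and for 100% in neuron-like nuclei in both contrasts. Of the changed genes, 69.0% and 69.0% were among the largest in OT-like nuclei, against 99.5% and 98.5% in neuron-like nuclei. Counting intervals held the true value for 96.0% of genes in OT-like nuclei and 95.3% in neuron-like nuclei (VPA contrast), which such draws give nearly by construction. The genes named in OT-like nuclei are therefore an incomplete set of the largest changes.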

Results

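The series was made to measure gene expression in the paraventricular hypothalamus after prenatal VPA, and to measure what stimulating OT neurons in newborn VPA-exposed mice changes in young adulthood. Across the 5 libraries, neuron-like nuclei made up 67.9% (95% counting interval 66.6 to 69.2) of nuclei in the saline library and 71.5% (70.6 to 72.4) in the VPA library. That is 3.64 points more in the VPA library. Using only nuclei with at least 2000 UMIs moved this most, to 13.4 points. In the second experiment neuron-like nuclei were 56.1% (54.7 to 57.5) in the hM3 control library, 57.4% (55.9 to 58.9) in CNO replicate 1 and 33.8% (32.6 to 35.1) in CNO replicate 2. Their mean in the CNO libraries was 10.4 points below the control. The decrease came from CNO replicate 2: without it the difference was 1.35 points, and without CNO replicate 1 it was -22.2 points.

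**Figure D1:**
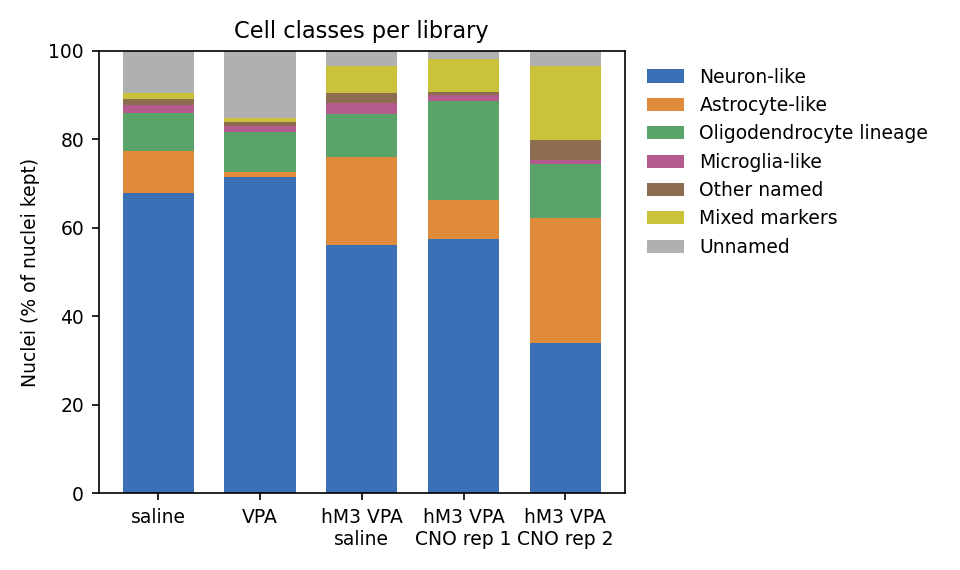
Share of each cell class among the nuclei kept in each library, in percent, as stacked bars.

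Astrocyte-like nuclei were 9.37% of nuclei in the saline library, 1.04% in the VPA library, 19.8% in the hM3 control, 8.87% in CNO replicate 1 and 28.4% in CNO replicate 2. In the same order oligodendrocyte-like nuclei were 5.50%, 4.94%, 7.28%, 20.1% and 10.0%, and microglia-like nuclei 1.85%, 1.43%, 2.47%, 1.22% and 1.07%. In the VPA contrast the counting intervals of these last classes overlapped. An astrocyte-like cluster led by Apoe, Gfap and the immune-response genes Cxcl10 and Gm4951 held 1415 of its 1708 nuclei in CNO replicate 2. In the VPA library, 1028 of the 1330 nuclei of a cluster with few UMIs and astrocyte-type leading genes were found, and that cluster stayed unnamed. Counted as astrocyte-like, it brings the saline library to 13.1% and the VPA library to 11.5%, so the gap between these 2 libraries comes mostly from the naming rule. With 1 library per group, a cluster mostly of 1 library may be that library and not a type. The endothelial-like cluster was led in part by the interferon-induced gene Ifitm3.

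Nuclei outside the named classes were unevenly spread too, and the thresholds that set them aside were chosen after the clusters had been looked at. Mixed nuclei were 1.17% of nuclei in the saline library, 0.733% in the VPA library, 6.21% in the hM3 control, 7.53% in CNO replicate 1 and 16.6% in CNO replicate 2. With doublets kept they were 12.0%, 8.69%, 12.2%, 8.82% and 18.3%. Unnamed nuclei were 5.19%, 11.7%, 1.05%, 0.267% and 0.852%. A cluster with neuron markers and neuron-like UMIs, left unnamed because the tanycyte-list gene Lhx2 was among its 10 leading genes, added 4.46%, 3.57%, 2.37%, 1.51% and 2.63%. With mixed and unnamed nuclei taken out of the denominator, the VPA difference in the neuron-like share was 9.02 points.

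In the VPA contrast, OT-like nuclei were 2.38% (1.90 to 2.94) of neuron-like nuclei in the saline library (84 nuclei) and 1.85% (1.55 to 2.19) in the VPA library (130 nuclei), a difference of -0.530 points. The alternative that moved this most was taking Oxt-rich nuclei instead of clusters, which gave -0.127 points. In the CNO contrast the share was 2.16% (1.66 to 2.78) in the hM3 control (60 nuclei), 0.804% (0.485 to 1.25) in CNO replicate 1 (19 nuclei) and 2.35% (1.71 to 3.16) in CNO replicate 2 (43 nuclei). The mean difference was -0.586 points, and -0.972 points with the set-aside sub-cluster led by interferon-type genes (the mixed OT sub-cluster) kept. CNO replicate 1 alone gave this direction: leaving it out turned the difference to 0.189 points, and leaving out CNO replicate 2 gave -1.36 points. As a share of nuclei in Sim1-rich and Otp-rich neuron clusters, OT-like nuclei were 6.65%, 6.20%, 8.90%, 5.34% and 8.96% in the saline, VPA, hM3 control, CNO replicate 1 and CNO replicate 2 libraries.

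**Figure D2:**
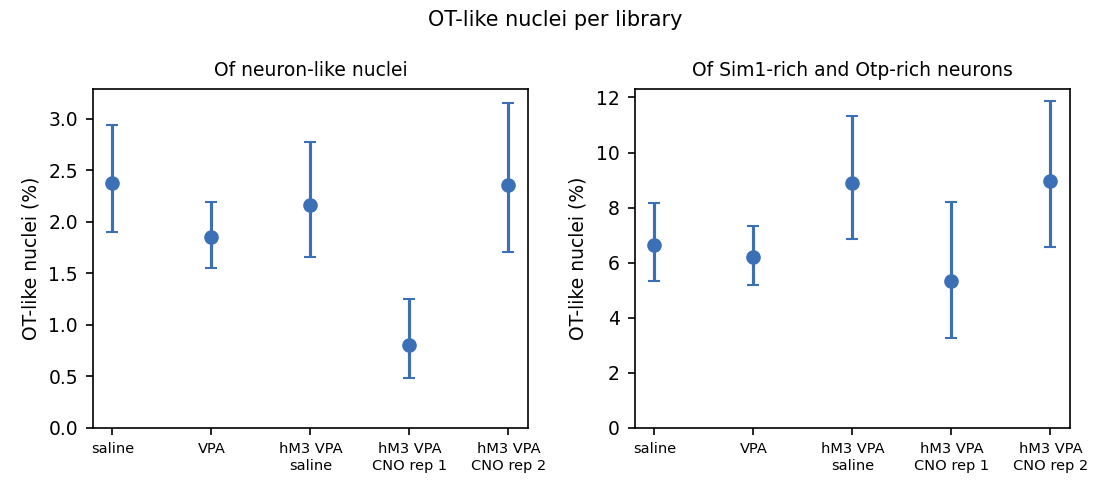
OT-like nuclei as percent of neuron-like nuclei and as percent of nuclei in Sim1-rich and Otp-rich neuron clusters, per library, with 95% binomial intervals (counting error only).

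Within OT-like nuclei the Reln-rich share was 38.1% (27.7 to 49.3) in the saline library and 29.2% (21.6 to 37.8) in the VPA library, a difference of -8.86 points inside wide counting intervals. Under the Oxt-rich definition it was -37.5 points, on very few nuclei. Against 35.0% (23.1 to 48.4) in the hM3 control, the share was 31.6% (12.6 to 56.6) in CNO replicate 1 and 41.9% (27.0 to 57.9) in CNO replicate 2. Their mean lay 1.72 points above the control. Leaving out CNO replicate 2 turned this to -3.42 points. By nucleus counts, no difference in the make-up of OT-like nuclei stood clear of counting error in either contrast. By UMIs, Reln-rich nuclei supplied 610189 of 1489553 in OT-like nuclei of the saline library and 330063 of 1155005 in the VPA library. Gene values of OT-like nuclei are made from summed counts, so they also carry this mix.

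The Oxt level in OT-like nuclei was 1046 CPM (995 to 1099) in the saline library and 880 CPM (826 to 935) in the VPA library, a log2 ratio of -0.25 (-0.37 to -0.13). The alternative that moved it most, Oxt-rich nuclei, turned it to 0.14. That definition selects on Oxt itself and left only 8 and 7 nuclei. Most of the decrease lay in Reln-rich nuclei, with 982 CPM (905 to 1064) in the saline library and 609 CPM (528 to 699) in the VPA library, a log2 ratio of -0.69 (-0.93 to -0.46). Magnocellular-like nuclei had 1091 and 988 CPM, a log2 ratio of -0.14 (-0.28 to -0.01). Over the alternatives tried, the VPA ratio stayed between -0.78 and -0.55 in Reln-rich nuclei and between -0.20 and -0.08 in magnocellular-like nuclei. The Oxt-rich definition was not among these alternatives. These intervals hold no variation between animals or preparations, and no further library of either arm was analysed to set the decrease against. In the other experiment, Reln-rich nuclei of the 2 CNO libraries had 428 and 1466 CPM, farther apart than the saline and VPA libraries. CNO replicate 1 had only 6 such nuclei. Over all neuron-like nuclei Oxt was 48.3 CPM in the saline library and 50.7 CPM in the VPA library. Free RNA may add to both values. Neuron-like nuclei had 0.7 and 0.346 Oxt UMIs per nucleus in these libraries, and glia-like nuclei 0.191 and 0.220. The similar CPM are therefore not read as equal expression.

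The Oxt level moved in opposite directions in the 2 CNO libraries. Against 742 CPM (694 to 793) in the hM3 control, OT-like nuclei of CNO replicate 1 had 518 CPM (450 to 593) and those of CNO replicate 2 had 1557 CPM (1435 to 1687). The log2 ratios were -0.52 (-0.74 to -0.30) and 1.07 (0.92 to 1.22). Their mean CPM lay above the control by 0.48 log2, but leaving out CNO replicate 2 gave -0.52. Between the 2 libraries the log2 gap was 1.59 (1.36 to 1.82), larger than either distance from the control. Magnocellular-like nuclei gave -0.70 (-0.97 to -0.44) and 0.79 (0.61 to 0.97), mean 0.23. Reln-rich nuclei gave 0.08 (-0.35 to 0.51) and 1.86 (1.55 to 2.17), mean 1.23. Only 13 magnocellular-like and 6 Reln-rich nuclei stood behind the values of CNO replicate 1.

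**Figure D3:**
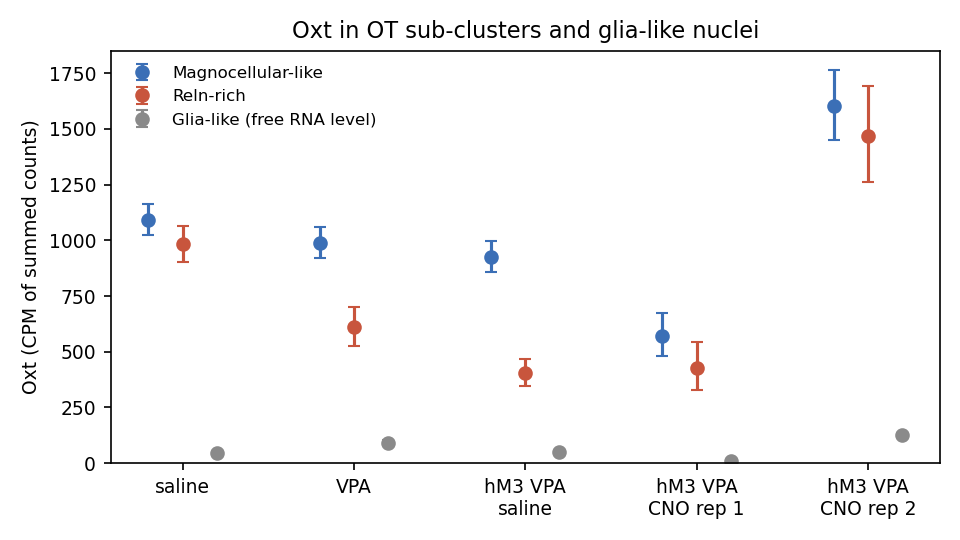
Oxt in CPM of summed counts in magnocellular-like, Reln-rich and glia-like nuclei of each library, with 95% Poisson intervals (counting error only).

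Gene changes between the VPA and saline libraries had a median absolute log2 ratio of 0.18 over 8594 genes in OT-like nuclei, where counting noise alone gave 0.13. The Oxt-rich definition moved this most, to 0.36. In neuron-like nuclei the median was 0.09 over 12501 genes, against 0.02 from counting noise. No minimum number of UMIs moved that value most, to 0.03. The CNO contrast gave 0.22 over 7829 genes in OT-like nuclei (0.15 from counting noise) and 0.10 over 12985 genes in neuron-like nuclei (0.02 from counting noise). The 2 CNO libraries differed from each other by a median of 0.34 in OT-like nuclei (0.23 from counting noise) and 0.15 in neuron-like nuclei (0.03 from counting noise). In OT-like nuclei this gap and the CNO change stand about equally far above counting noise. The control was the library standing apart for 24.8% of genes in OT-like nuclei, where counting noise alone gave 25.9%, and for 25.4% in neuron-like nuclei, where it gave 28.2%. Gene by gene, then, the control did not stand apart from the 2 CNO libraries more often than counting noise gave.

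The largest changes in OT-like nuclei of the VPA library were increases of Hs3st4 (ENSMUSG00000078591; log2 ratio 1.41, 18.1 to 64.9 CPM), Slc5a4b (1.39), C77080 (1.33), Fgf1 (ENSMUSG00000036585; 1.29, 36.3 to 103 CPM) and Chrna9 (1.21). Slc5a4b, C77080 and Chrna9 rest on 7, 9 and 6 UMIs in the saline library, and C77080 was 0.36 with at least 2000 UMIs per nucleus. Lower genes were Ttr (ENSMUSG00000061808; -3.45), Npsr1 (ENSMUSG00000043659; -1.47, 75.2 to 20.8 CPM), Esr2 (ENSMUSG00000021055; -1.30, 190 to 71.0 CPM), Pde3a (-1.25, 55.1 to 17.3 CPM) and St5 (-1.25). Ttr had 148 UMIs in OT-like nuclei of the saline library and 0 in those of the VPA library. Without a pseudocount, the counting interval of its log2 ratio had an upper limit of -4.94 and no lower limit. Hs3st4, Npsr1, Pde3a and Esr2 are each among the leading genes of sub-clusters low in Oxt that were not counted as OT-like. The mix of magnocellular-like and Reln-rich nuclei was not taken out of these gene values. The Oxt-rich definition turned Hs3st4 to -0.84 and Fgf1 to -0.29, and Hs3st4 was 0.62 with the mixed OT sub-cluster kept. Avp (ENSMUSG00000037727) was low in OT-like nuclei and nearly unchanged (17.5 and 16.5 CPM; -0.05). Glia-like nuclei had 13.8 and 32.2 CPM of Avp in the saline and VPA libraries, so free RNA is not told apart from expression here.

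In OT-like nuclei of the CNO contrast, Mef2c (ENSMUSG00000005583) rose from 56.8 CPM in the hM3 control to 131 and 135 CPM in the 2 CNO libraries (log2 1.08 and 1.12). Pianp (1.26 and 1.31), Scpep1os (1.18 and 1.86), Rbmxl1 (1.09 and 1.06) and Med21 (1.05 and 1.38) were higher as well, each from at most 13 UMIs in the control. Scpep1os is antisense by name to Scpep1, and since strand counting is not stated its reads are not assigned with certainty. Gpc3 (ENSMUSG00000055653) decreased from 170 CPM to 54.5 and 75.4 CPM (-1.48 and -1.08). Ddb2 (-1.31 and -1.26), Tceal3 (-1.18 and -1.26), Adcy5 (-1.30 and -0.99) and Wipi1 (-1.03 and -0.98) were lower too. In the CNO libraries Ddb2 rests on 7 and 7 UMIs, Tceal3 on 8 and 7, Wipi1 on 11 and 11 and Adcy5 on 17 and 21. The rule behind these names requires the 2 CNO libraries to be alike, so their likeness is no evidence of its own. With the mixed OT sub-cluster kept, all 10 were nearer to 0 (Mef2c 0.56, Gpc3 -0.77). Under the Oxt-rich definition Rbmxl1 turned to -0.14, Ddb2 to 2.34 and Wipi1 to 0.85. Avp gave -1.03 and 0.02, on 4 and 12 UMIs. Glia-like nuclei had 23.9, 11.2 and 59.3 CPM of Avp in the hM3 control, CNO replicate 1 and CNO replicate 2. Free RNA is not told apart from expression for this gene.

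Over all neuron-like nuclei, the VPA library was highest against the saline library in AY036118 (ENSMUSG00000105361; 1.12, 251 to 558 CPM), Dalrd3 (0.86), Ebf1 (0.84), Ddx5 (0.80) and AC154606.1 (0.71). It was lowest in Ttr (-3.37, 95.2 to 0.167 CPM), Vav3 (ENSMUSG00000033721; -1.40), Lef1 (ENSMUSG00000027985; -1.38), Tcf7l2 (ENSMUSG00000024985; -1.31) and Synpo2 (ENSMUSG00000050315; -1.26). In the CNO contrast Lef1 (1.69 and 1.89), Prkcd (ENSMUSG00000021948; 1.35 and 1.84), Plekhg1 (1.23 and 1.28), Synpo2 (1.21 and 1.25) and Tcf7l2 (1.23 and 1.17) were highest. Equal weight for each neuron cluster turned Plekhg1 to -0.04. Lower genes were Pde1c (ENSMUSG00000004347; -0.69 and -1.28), Ide (-0.48 and -0.56), Reln (-0.62 and -0.45), Fstl5 (-0.47 and -0.45) and Maml3 (-0.44 and -0.44). The later test of the mix of neuron clusters did not cover the genes higher in the VPA library or lower in the CNO libraries. Ebf1 and Pde1c are among the leading genes of neuron clusters, so that mix may enter their values.

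Most neuropeptide genes were low in neuron-like nuclei, where the pseudocount of 10 CPM holds log2 ratios near 0. In the VPA contrast Cck was at -0.19, Avp at -0.17, Nts at 0.07 and Oxt at 0.06. Without a pseudocount Cck was at -0.96 (-1.35 to -0.57; 174 UMIs in the saline library), Avp at -0.23 (-0.35 to -0.12) and Nts at 0.86 (0.23 to 1.52; 34 UMIs in the saline library). Avp depended on which nuclei were kept: with doublets kept it was 0.31. A neuron cluster with Vipr2 and Rorb among its leading genes had 75.1 CPM of Avp. It held 2 nuclei in the saline library and 196 in the VPA library, so neuron-wide Avp also carries the mix of clusters. In the CNO contrast Cartpt (0.36 and 0.52), Cck (0.33 and 0.24), Sst (0.24 and 0.26) and Tac1 (0.20 and 0.21) were higher in both CNO libraries, from low levels in the control. Avp (-0.31 and 1.07) changed in opposite directions in the 2 libraries, and so did Oxt (10.9 and 66.1 CPM against 31.8 CPM in the control). Glia-like nuclei had the same order. They held 23.9, 11.2 and 59.3 CPM of Avp and 48.6, 10.4 and 127 CPM of Oxt in the control and CNO replicates 1 and 2. In the saline and VPA libraries they held 13.8 and 32.2 CPM of Avp. Free RNA is therefore not told apart from expression in these neuron-wide Avp and Oxt values. In OT-like nuclei the receptor gene Oxtr had 0 UMIs in the saline and VPA libraries, and Cd38 had 1 and 0.

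Autism-associated genes as a list were not shifted in OT-like nuclei by VPA. Of 61 genes, 59 were measured, with a median log2 ratio of 0.01, higher than 82.7% of random lists, and 32 of them were higher in the VPA library. The alternatives gave -0.02 to 0.03. The other comparisons of this list gave -0.03 (percentile 68.3) in OT-like nuclei of the CNO contrast, and 0.00 (64.3) and -0.07 (11.2) in neuron-like nuclei of the VPA and CNO contrasts. Immediate-early genes were raised in neuron-like nuclei in both contrasts, by a median of 0.14 (percentile 99.4, 9 of 20 genes measured, 8 higher) and 0.17 (percentile 97.8, 10 measured, 8 higher). In OT-like nuclei only 1 immediate-early gene was measured (0.22 in the VPA contrast and -0.52 in the CNO contrast). Such genes respond to handling before and during tissue collection, and the arms were collected as separate preparations.

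Across genes, the VPA change and the CNO change in OT-like nuclei were almost unrelated (Pearson r 0.12, Spearman 0.11, 7570 genes). The 2 contrasts share no library. A reversal of the VPA change by CNO would tend to give a negative relation. No reversal was simulated at this level of counting noise and preparation differences, so the relation does not exclude one. Under the Oxt-rich definition the relation was -0.29, on 2 to 8 nuclei per library.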

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

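The tests of Cre in OT nuclei, of a female animal behind the Xist counts, of stray Xist counts and of a shared origin of the Gabra6 and Xist nuclei were chosen only after the results had been seen.

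The custom Cre feature, which no comparison used, had 14 UMIs in CNO replicate 2 and 2, 2, 1 and 1 in the saline, VPA, hM3 control and CNO replicate 1 libraries. It was singled out as a signal in data no comparison reported on, and the difference between libraries was not tested. All mice carried OT-Cre per the labels, so Cre in OT neurons would be the plain reading. That was excluded for most of these UMIs: of 13 nuclei with Cre in CNO replicate 2, only 1 lay in an OT sub-cluster, against 2 of 2, 1 of 2, 1 of 1 and 1 of 1 in the other libraries. Another 10 lay in a small mixed cluster led by Slc6a3 and mitochondrial genes and had 0 Oxt UMIs there. A midbrain dopamine list was written beforehand, and 7 of its genes that had not been used to find the nuclei were higher in them than in neuron-like nuclei by 4.49 log2 (4.27 to 4.71). Of the 12 genes on that list, 2 reached 10 CPM in neuron-like nuclei of this library. Among them, Ddc had 534 CPM against 28.0 and Slc18a2 595 CPM against 26.8. That cluster held 7, 3, 21, 24 and 72 nuclei over the 5 libraries, and Slc6a3 UMIs were 30, 25, 27, 20 and 336. Nuclei of midbrain dopamine type that carry Cre may therefore be a candidate source. Whether they came from mice of another Cre line, from another library, or from OT-Cre active in dopamine-type neurons was not tested.

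Xist, left out of the comparisons, had 160 UMIs in the VPA library and 16, 12, 8 and 7 in the saline, hM3 control, CNO replicate 1 and CNO replicate 2 libraries, although the labels give male mice only. It too was picked out as a signal outside the comparisons. Stray counts were excluded, since 133 of the 160 UMIs lay in the 28 nuclei with at least 2 of them. Of these nuclei 17 had no UMI of the Y-chromosome genes counted here (Ddx3y, Uty, Eif2s3y and Kdm5d). Their depth predicted 4.30 such nuclei. The other 11 held 39 Y-chromosome UMIs, and 108 were predicted for all 28. Female nuclei may thus account for part of the group, and the rest stays open, with nuclei that share droplets or male nuclei expressing Xist not tested. In a neuron cluster with Xist and Slc17a7 among its leading genes lay 12 of the 28. A forebrain glutamatergic list of 10 genes, of which 5 reached 10 CPM in neuron-like nuclei, was 1.65 log2 (1.46 to 1.84) higher in the 28 nuclei than in neuron-like nuclei. Material from another animal in this preparation would reach every comparison with the VPA library, and its amount is not known.

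An unnamed cluster led by Gabra6 had 121 nuclei in the VPA library, 2 in the saline library and 0 in the hM3 libraries, and stayed outside the comparisons because of its few UMIs. That absence from the report is what singled it out. Of a cerebellar granule list of 10 genes, 8 not used to find the cluster were 4.47 log2 (4.30 to 4.64) higher in it than in neuron-like nuclei of the same library. In neuron-like nuclei 4 of the 10 genes reached 10 CPM. Etv1 had 703 CPM, Gabra6 606 CPM, Fat2 407 CPM and Zic1 254 CPM in the cluster. These values are consistent with nuclei of cerebellar granule type from other tissue. An origin in the same female animal as the Xist nuclei was excluded. The cluster held 91 UMIs (73.3 to 112) of the same Y-chromosome genes, where 96.6 were predicted. For the Xist and Gabra6 nuclei the design gives no biological explanation, and none was tested.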

How the results depend on the processing

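Alternatives chosen only after the data had been seen were the Sim1-rich and Otp-rich denominator, keeping the mixed OT sub-cluster, keeping the cluster with Lhx2 among its leading genes, leaving mixed and unnamed nuclei out of the denominator, equal weight for each neuron cluster, and all alternatives for Oxt in magnocellular-like and Reln-rich nuclei. No paired analysis was possible because the arms share fewer than 2 replicate numbers and no result comes from a test. The Oxt-rich definition was carried out with a threshold pooled over libraries, since a threshold per library had left a library without nuclei. Its settings rest on 8, 7, 2, 2 and 7 nuclei in the saline, VPA, hM3 control, CNO replicate 1 and CNO replicate 2 libraries.

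Leaving out a CNO library apart, 8 of the 12 shares and Oxt levels kept their direction under every alternative applied to them. The Oxt-rich definition turned the sign of Oxt in OT-like nuclei in both contrasts. It was not applied to the neuron-like shares or to Oxt in magnocellular-like and Reln-rich nuclei. The VPA difference in the OT-like share ranged from -0.746 to -0.127 points. The extremes came from Leiden resolution 1 (-0.746) and from Oxt-rich nuclei (-0.127). With the Sim1-rich and Otp-rich denominator it was -0.446 points, from 6.65% (5.34 to 8.16) to 6.20% (5.21 to 7.32). Nuclei of those clusters were 35.8% (34.2 to 37.4) of neuron-like nuclei in the saline library and 29.8% (28.8 to 30.9) in the VPA library. The lower OT-like share thus went along with a smaller share of these clusters. The Sim1-rich and Otp-rich denominator gave -1.75 points in the CNO contrast, where the Oxt-rich definition gave 0.167. In both cases the denominator or definition itself is another one. The Reln-rich (parvocellular-like) share of OT-like nuclei moved under the Oxt-rich definition to -37.5 points (VPA) and 21.4 points (CNO), which the few nuclei explain by construction. With Oxt and Avp among the clustering genes the CNO value was -2.18 points.

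The neuron-like share of all nuclei kept its sign in the VPA contrast but moved under every alternative: 13.4 points with at least 2000 UMIs, 4.46 with doublets kept, 3.32 with genes centred per library, 2.75 with the Lhx2 cluster kept as neuron-like and 9.02 with mixed and unnamed nuclei left out. The VPA library was the larger and shallower of the pair, but the cause was not tested.

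Oxt in OT-like nuclei was reversed in the VPA contrast by the Oxt-rich definition (0.14), which selects nuclei on Oxt itself. It was -0.22 after subtracting ambient RNA and -0.33 with the mixed OT sub-cluster kept; the cause was not tested. Subtracting ambient RNA gave -0.13 for Oxt in magnocellular-like nuclei and -0.64 in Reln-rich nuclei, and again the cause was not tested. In the CNO contrast Oxt in OT-like nuclei ranged from -0.19 to 0.54, with the lowest value from the Oxt-rich definition.

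Leaving out either CNO library gave wide ranges. The OT-like share ran from -1.36 to 0.189 points, the Reln-rich share from -3.42 to 6.86 points and the neuron-like share from -22.2 to 1.35 points. Oxt ran from -0.52 to 1.07 in OT-like nuclei, from -0.70 to 0.79 in magnocellular-like nuclei and from 0.08 to 1.86 in Reln-rich nuclei. The median gene change ran from 0.25 to 0.27 in OT-like nuclei and from 0.10 to 0.14 in neuron-like nuclei, and the relation of the 2 contrasts from 0.0452 to 0.142. In neuron-like nuclei the larger value came without CNO replicate 1; the cause was not tested.

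Gene changes in OT-like nuclei, as the median absolute log2 ratio, moved in the VPA contrast to 0.36 (Oxt-rich), 0.19 (Leiden resolution 3), 0.19 (genes centred per library), 0.24 (ambient RNA subtracted), 0.22 (pseudocount 1 CPM), 0.15 (no minimum) and 0.17 (mixed OT sub-cluster kept). In the CNO contrast they moved to 0.45 (Oxt-rich), 0.26 (ambient RNA subtracted), 0.26 (pseudocount 1 CPM), 0.19 (no minimum) and 0.18 (mixed OT sub-cluster kept). A smaller pseudocount, fewer nuclei or more genes near 0 UMIs change such a median by construction. For the other alternatives the cause was not tested.

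Gene changes in all neuron-like nuclei moved in the VPA contrast to 0.0834 (scaling by the median ratio), 0.126 (ambient RNA subtracted), 0.136 (pseudocount 1 CPM), 0.0336 (no minimum) and 0.0777 (equal weight for each neuron cluster). In the CNO contrast they moved to 0.148 (pseudocount 1 CPM) and 0.0363 (no minimum). The relation across genes of the VPA and CNO changes was -0.29 with Oxt-rich nuclei and 0.21 after subtracting ambient RNA; the cause was not tested. The autism-associated list stayed near 0, from -0.02 to 0.03.

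Of the named genes, Hs3st4 (-0.84), Fgf1 (-0.29), Rbmxl1 (-0.14), Ddb2 (2.34) and Wipi1 (0.85) in OT-like nuclei reversed with Oxt-rich nuclei, of which there were very few. In neuron-like nuclei Avp in the VPA contrast reversed with doublets kept (0.31) and with genes centred per library (0.35), and the cause was not tested. Plekhg1 (-0.0375) and Pdyn (-0.0300) in the CNO contrast reversed with equal weight for each neuron cluster, which takes out differences in the mix of clusters and drops clusters with fewer than 20 nuclei in a library by construction. Without reversing, C77080 in the VPA contrast fell from 1.33 to 0.36 with at least 2000 UMIs, to 0.28 with doublets kept, to 0.42 at Leiden resolution 3 and to 0.28 with genes centred per library. St5 went to -0.18 after subtracting ambient RNA. Keeping the mixed OT sub-cluster brought Hs3st4 to 0.62 and moved all 10 genes named in the CNO contrast of OT-like nuclei towards 0, Mef2c to 0.56, Gpc3 to -0.77 and Ddb2 to -0.52 among them. The cause was not tested. Of 76 named gene values, 74 kept their direction with at least 2000 UMIs, 70 after subtracting ambient RNA and 73 with genes centred per library. Fewer did so with equal weight for each neuron cluster (47 of 54) and with Oxt-rich nuclei (13 of 22), where Chrna9, Pde3a and Tceal3 went to 0.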

Other observations

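Chosen only after the results had been seen were the tests of Oxt in glia-like nuclei, of free Oxt RNA and sub-cluster mix between the CNO libraries, of Sim1-rich tissue, of the mix of neuron clusters, of Ttr as free RNA and as a response inside neurons, of microglial and other glial RNA behind the interferon-response genes, and of loading and of 2 nuclei in a droplet for mixed nuclei.

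Oxt was lower in Reln-rich nuclei of the VPA library than of the saline library, and 3 technical explanations were excluded. After thinning every nucleus to 1 depth the log2 ratio was -0.89 (-1.46 to -0.34), so the shallower VPA library was not the cause. Without the nucleus highest in Oxt in each library it was -0.67 (-0.92 to -0.42). More free Oxt RNA in the saline library was excluded, since glia-like nuclei held more Oxt in the VPA library, by 1.00 log2 (0.72 to 1.27) in CPM. Per glia-like nucleus the gap was smaller, with 0.191 Oxt UMIs in the saline library and 0.220 in the VPA library. Reln-rich nuclei had 18.7 and 5.29 per nucleus. For nuclei of other types among the VPA nuclei, the other 9 leading genes of the sub-cluster had a log2 ratio of -0.0609 (-0.24 to 0.12). That cannot be told apart from no such nuclei, because those genes are what put nuclei into the sub-cluster. The prenatal VPA exposure and the preparation of each library stay open, with 1 library on each side. Reln-rich nuclei of the 2 CNO libraries, which share an arm, lay farther apart, at 428 and 1466 CPM of Oxt. A lower Oxt level in this kind of OT neuron after VPA is thus only a hypothesis, found and tested on the same data.

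Between the 2 CNO libraries Oxt in OT-like nuclei differed by 1.59 log2. Subtracting the Oxt of glia-like nuclei left 1.56, leaving out the highest nucleus of each library gave 1.65 (1.41 to 1.91), and magnocellular-like nuclei alone gave 1.49 (1.21 to 1.77). Free Oxt RNA, single nuclei and another mix of sub-clusters were thereby excluded as the whole cause. Glia-like nuclei still differed in the same order, with 10.4 and 127 CPM of Oxt in CNO replicates 1 and 2. Differences between the pooled mice, in what was dissected, or in how far the virus and CNO reached the neurons were not tested.

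The smaller OT-like share in CNO replicate 1 had a companion in the tissue as a whole. Nuclei of Sim1-rich and Otp-rich clusters were 15.1% (13.6 to 16.6) of its neuron-like nuclei, against 24.3% in the hM3 control and 26.3% in CNO replicate 2. Less of the Sim1-rich tissue in the dissected piece may therefore explain part of it. Among the nuclei of those clusters OT-like nuclei were still fewer in CNO replicate 1, at 5.34% (3.24 to 8.21), against 8.90% (6.86 to 11.3) in the control and 8.96% (6.56 to 11.9) in CNO replicate 2. Loss of several Sim1-rich neuron types in the animals themselves was not tested.

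Lef1, Tcf7l2, Synpo2 and Vav3 led the decreases in neuron-like nuclei of the VPA library, and the mix of neuron clusters alone gave a median of 88.8% of their log2 ratio when each cluster was given its profile from the other experiment. For Lef1, Prkcd, Plekhg1, Synpo2 and Tcf7l2 in the CNO contrast the mix alone gave a median of 93.2%. The part was smallest for Prkcd, with 1.06 of a log2 ratio of 1.62. A neuron cluster led by Prkcd and Lef1 had 42, 2, 12, 97 and 122 nuclei in the saline, VPA, hM3 control, CNO replicate 1 and CNO replicate 2 libraries. The number of nuclei per cluster is thus the likely main source of these changes, as another border of dissection would give it. With equal weight for each cluster 14.1% and 11.5% of the ratios were left. That setting used only the 36 and 18 clusters with at least 20 nuclei in every library, without the cluster just named, and decides nothing by itself. Expression changes that move nuclei from one cluster into another were not told apart from a change in the mix. No biological explanation for the mix was tested.

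Ttr was nearly confined to the saline library, with 12679 UMIs there and 12, 8, 10 and 63 in the VPA, hM3 control, CNO replicate 1 and CNO replicate 2 libraries. A cluster of 75 nuclei found only in the saline library had Ttr at 0.799% of its UMIs. Neuron-like nuclei of that library had 1.38 Ttr UMIs per nucleus, 1.36 times those of glia-like nuclei, and OT-like nuclei had 1.76 per nucleus, as free RNA shared by all droplets would give with deeper neurons. A list of 8 other choroid-plexus genes, of which 2 reached 10 CPM in neuron-like nuclei, was also higher in neuron-like nuclei of the saline library, by 0.29 log2 (0.20 to 0.38). Choroid-plexus-type tissue in the saline dissection is a candidate source, and the Ttr decrease in the VPA contrast is best left out of any reading of VPA. A response inside neurons was excluded as the whole cause, since glia-like nuclei lost Ttr too, with a log2 ratio of -10.2 (-15.5 to -7.69) per nucleus in the VPA library against the saline library.

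Interferon-response genes (20 genes) were higher in the hM3 libraries. In neuron-like nuclei they summed to 196, 195, 348, 317 and 311 CPM in the saline, VPA, hM3 control, CNO replicate 1 and CNO replicate 2 libraries, and in glia-like nuclei without microglia to 141, 144, 1105, 878 and 1317 CPM. OT-like nuclei had 179, 184, 284, 738 and 291 CPM. Only 2 of the genes reached 10 CPM in neuron-like nuclei of the saline library, and 19 of 20 were higher in neuron-like nuclei of the hM3 libraries (20 of 20 in glia-like nuclei). A single high library was excluded, since 3 of 3 hM3 libraries were raised. The log2 ratio of the summed list was 0.73 in neuron-like nuclei. Microglia captured with neurons were excluded as the whole cause: in neuron-like nuclei without a UMI of 6 microglia markers the ratio was 0.77, and these markers changed by -18.0 CPM where a rise of 132 CPM was needed. RNA with the make-up of astrocyte-like or oligodendrocyte-like nuclei was excluded in the same way. Without a UMI of their 10 markers the ratio was 0.79, and the markers rose by 20.8 and 17.6 CPM where 510 and 1506 CPM were needed. In glia-like nuclei without microglia the log2 ratio was 2.95. An effect of the injected virus cannot be told apart from genotype, age and batch, since all hM3 libraries share them. Other immune cells, and free RNA of another make-up than these nuclei, were not tested.

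Mixed nuclei were frequent in the hM3 libraries once high-scoring nuclei had been removed as doublets. With doublets kept, and clusters built anew, they were 12.0%, 8.69%, 12.2%, 8.82% and 18.3% of nuclei in the saline, VPA, hM3 control, CNO replicate 1 and CNO replicate 2 libraries, so the pattern itself depends on that filter. Chance doublets from loading cannot be told apart from other causes. The library with the most nuclei (10904) had the smallest share also with doublets kept, but it is a single library, and the number of nuclei loaded is not known. In the hM3 libraries their median UMIs were 1.25 times the sum of the neuron-like and glia-like medians (1.16, 1.17 and 1.43 in the hM3 control, CNO replicate 1 and CNO replicate 2). Their median Scrublet score was 0.0992 in the hM3 control, against 0.0441 in neuron-like nuclei. These values are consistent with 2 nuclei in a droplet, for example nuclei that stuck together, and clumping itself was not tested.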
